A study of Aedes aegypti with 8 samples. Its data were reported in "Transcriptomic analyses of Aedes aegypti cultured cells and ex vivo midguts in response to an excess or deficiency of heme: a quest for transcriptionally-regulated heme transporters" (2020).

How the data were processed

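RNA-seq was performed by the authors on midguts dissected from female Aedes aegypti, the yellow fever mosquito, and kept in culture medium with 0 µM or 10 µM heme for 35 h. Heme is the iron-containing group released from hemoglobin when a blood meal is digested. Each group held 4 biological replicates, and each replicate was a pool of midguts. Groups and replicate numbers were taken from the labels of the samples. All 8 libraries entered the main comparison, although the study describes a library of each group as lying apart from its replicates and also shows its scaling plot without that pair.

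Per the study's methods, single-end reads were aligned to the AaegL5 genome with HISAT2 at default settings, alignments of low mapping quality were removed with SAMtools, and reads were counted per transcript with BEDtools. How spliced alignments, strand and reads over several transcripts were treated in counting is not given in the sources used here. The authors deposited raw counts per gene identifier, with no normalization and with replicates kept separate. The table held 19712 identifiers, of which 1981 had a count of 0 in all 8 libraries, and it had no rows other than gene identifiers. Total counts ranged from 46027977 to 56947544 per library. Whether a read could be counted at more than 1 identifier is not given, so these totals are not taken as numbers of reads.

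None of the 19712 identifiers matched the RefSeq gene table of assembly AaegL5.0 used here (0 matches), so no gene names, chromosomes, positions, lengths or GC content are given. The planned share of counts on the mitochondrial chromosome, the count of mitochondrial genes called, the gene set tests, and the naming of ferritin and heme oxygenase genes were therefore not run. For the same reason mitochondrial genes could not be set aside in the rule for naming genes.

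Differential expression was tested with the exact test of edgeR 4.0.16 in R 4.3.3, as in the study's methods. Genes were kept by the default settings of filterByExpr, which left 11095, libraries were scaled by TMM, and dispersions came from the default call of estimateDisp without a design matrix. Tests were two-sided and p-values were adjusted by Benjamini-Hochberg. Thresholds were 0.05 and 0.0001. Fold changes are log2 values of 10 µM minus 0 µM heme. The exact test gives no standard error, so the SE printed beside a fold change is that of the difference between group means of log2 CPM (counts relative to the scaled library total, prior count 2) over 4 libraries each. Measures with 1 value per library were compared by exact permutation tests over all 70 arrangements, two-sided.

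The exact test, the quasi-likelihood test, DESeq2 and limma-voom with quality weights were tested on simulated data. The block and robust forms of the quasi-likelihood test were not simulated. Counts for 11095 genes were drawn from the observed means and library sizes, with 200 genes changed 2-fold, in 5 draws. With gene-wise dispersions, the exact test recovered 67.6% of the changed genes, and 14.9% of its calls at adjusted p 0.05 were false on average. This was over the nominal rate and over a limit set for the check beforehand, which was then dropped so that the rate could be given instead. The exact test was kept because it had been fixed before the data were examined. The quasi-likelihood test recovered 53.9% with 5.38% false calls, DESeq2 recovered 68.9% with 16.6% false calls, and limma-voom with quality weights recovered 53.3% with 4.73% false calls. With trended dispersions, the false share of the exact test was 7.27%.

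The main tests, most alternatives and the named genes, apart from those listed below as chosen later, were fixed before the data were examined. Some tests, including those on the run of identifiers and on the loadings of the first component, were chosen after the values were seen. Alternatives were edgeR's quasi-likelihood test, also with a replicate block and with robust fitting, DESeq2 1.42.0, limma 3.58.1 voom with quality weights, DESeq2 size factors, library totals, no filter (any count), a filter of CPM over 1 in 4 libraries, and leaving out each library. Alternatives chosen after seeing the data were leaving out a run of 26 identifiers, keeping 1 identifier of each set whose counts agreed within 2% in all 8 libraries, and leaving out 1 library of each group in all 16 pairs.

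Genes were named by a rule. Among called genes whose 4 libraries of one group all lay above the 4 of the other, the 5 highest and 5 lowest fold changes were taken, of which the text names 2 each because the identifiers carry no names here. The 5 genes the study measured by RT-qPCR, the 8 genes it knocked down in midguts and AAEL008664 were added. Genes AAEL019480 and AAEL003060, the identifiers bounding the run, and AAEL003316, AAEL005322, AAEL006480 and AAEL018150 were chosen after their values were seen. The 40 membrane protein genes were those the study listed from these same samples.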

Results

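To examine the response of the midgut to heme, polyA RNA was sequenced from midguts held for 35 h in medium with 0 µM or 10 µM heme. Each treatment had 4 biological replicates, for 8 libraries in all. Total counts were 46027977, 53594735, 52671112 and 54897568 in 0 µM heme replicates 1 to 4, and 53596619, 55498839, 50531043 and 56947544 in the 10 µM heme replicates. The group means, 51797848 ± 3953520 (SD, n = 4) and 54143500 ± 2771790 (SD, n = 4), did not differ by more than the spread between replicates (exact permutation test, p = 0.429, adjusted 0.643 over 6 library measures). Identifiers with at least 1 count numbered 14985 to 15293 per library.

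A large part of the counts fell on few identifiers. AAEL019480 and AAEL003060 together held 18.2% ± 1.76 (SD, n = 4) of all counts at 0 µM and 17.3% ± 1.22 (SD, n = 4) at 10 µM heme (exact permutation test, p = 0.429, adjusted 0.643). Their counts were nearly equal in each library, for example 4032298 and 4030957 in 0 µM heme replicate 1. The 10 most abundant identifiers held 39.7% ± 1.31 (SD, n = 4) and 38.2% ± 2.04 (SD, n = 4) of counts (exact permutation test, p = 0.286, adjusted 0.643).

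The first question was which genes changed upon heme exposure. Of 11095 genes tested, 514 were differentially expressed at adjusted p 0.05 in the edgeR exact test, 246 higher and 268 lower with heme. At adjusted p 0.0001, 104 were called, 58 higher and 46 lower. The choice of test moved the stricter count most, since the quasi-likelihood test called 316 genes at 0.05 and 0 at 0.0001, with 1665 genes at an unadjusted p under 0.05, while DESeq2 called 716 and 178. In simulated data of this design, 14.9% of exact test calls at 0.05 were false with gene-wise dispersions and 7.27% with trended ones. In 445 of the 514 called genes the groups did not overlap. Over all tested genes this held for 10.2%, against 2.86% by chance. A change of over 2-fold was found in 187 called genes, 93 higher and 94 lower.

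**Figure D1:**
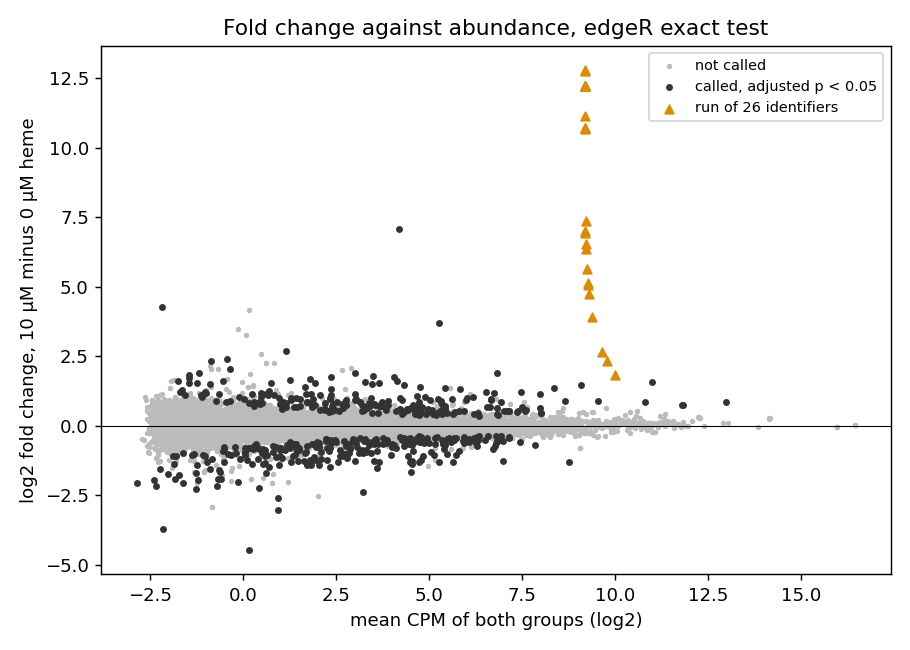
Log2 fold change (10 µM minus 0 µM heme) against mean CPM of both groups on a log2 axis, with 1 point per tested gene. Dark points are the genes called at adjusted p 0.05 and triangles are the run of 26 consecutive identifiers, whose fold changes reach 12.80.

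The 14 highest fold changes among called genes belonged to a run of 26 identifiers with consecutive numbers, AAEL018664 to AAEL018689. In all, 25 of the 26 were called, with log2 fold changes from 2.31 to 12.80. The highest outside the run, 7.06 in AAEL005322 (edgeR exact test, adjusted p = 0.0113), rested on 10 µM heme replicate 4 alone, with a count of 8771 against 10 to 20 in the other 7 libraries. The rise was present in 10 µM heme replicates 1, 3 and 4 and absent from replicate 2. The lowest count among the 26 identifiers was 135085, 30210 and 64569 in those 3 libraries, 7 in replicate 2, and 6 to 10 in the 0 µM libraries. The run held 0.127% ± 0.0434 (SD, n = 4) of counts at 0 µM and 2.88% ± 2.81 (SD, n = 4) at 10 µM heme (exact permutation test, p = 0.143, adjusted 0.643). The share was 6.69%, 1.69% and 3.03% in 10 µM heme replicates 1, 3 and 4, and 0.0946% in replicate 2. In the 0 µM libraries it was 0.0968% to 0.190%. Among the 13 identifiers of the run with a mean count under 100 at 0 µM, counts in 10 µM heme replicate 1 lay between 135085 and 135116. Their SD of 12.6 was below the 368 that Poisson sampling of separate genes would give. Of 11 identifiers flanking the run, 6 were tested and 0 were called by the exact test. Outside the run, 489 genes were called, 221 of them higher. At adjusted p 0.0001, 89 were called outside it, 43 of them higher. Of the genes called at 0.05 with a change of over 2-fold, 162 lay outside the run, 68 of them higher. With the run left out of the fit, 487 genes were called.

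**Figure D2:**
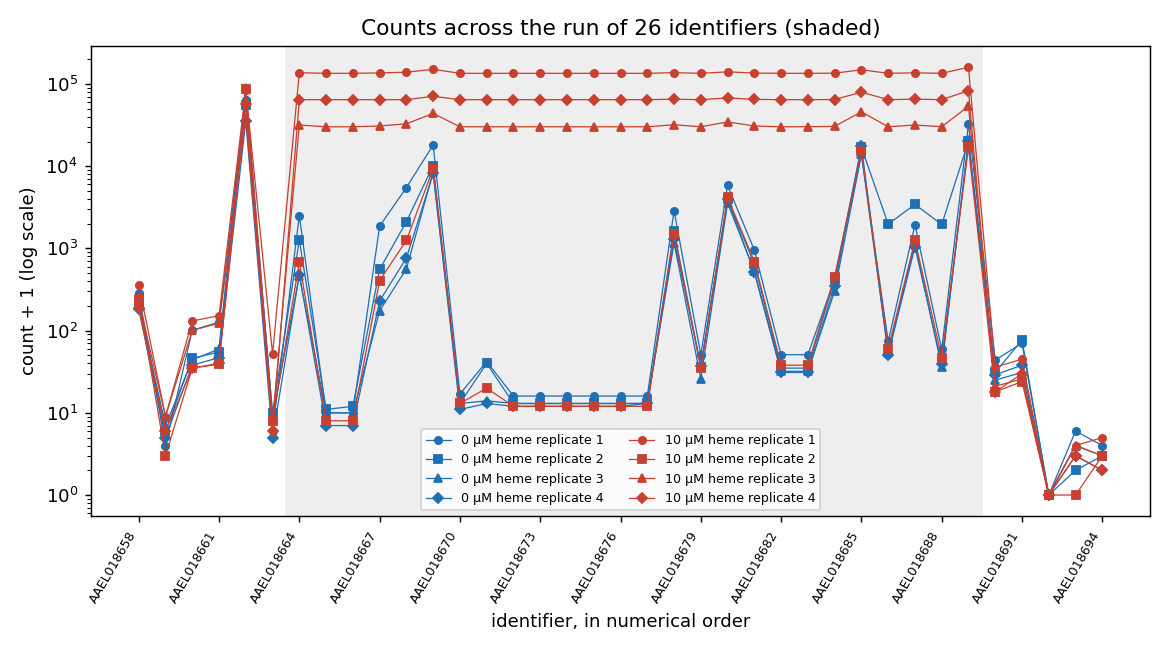
Counts (plus 1, log axis) of 37 consecutively numbered identifiers, with 1 line per library and the run of 26 shaded. The lines of 10 µM heme replicates 1, 3 and 4 are nearly flat across the run, with lowest counts of 135085, 30210 and 64569, while replicate 2 follows the 0 µM libraries.

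Among called genes whose groups did not overlap, the highest fold changes were found in AAEL020890 and AAEL000717. AAEL020890 rose by 4.28 ± 0.33 (log2, SE, n = 4 per group; edgeR exact test, adjusted p = 8.37e-12), but its counts were 0, 0, 1 and 3 at 0 µM and 14 to 29 at 10 µM heme, so the size of its change is imprecise. AAEL000717 rose by 3.68 ± 0.90 (log2, SE; edgeR exact test, adjusted p = 4.91e-05), from 5.51 ± 4.52 CPM (SD, n = 4) to 70.6 ± 36.4 CPM (SD, n = 4), a call lost in the robust quasi-likelihood test (adjusted p = 0.0640). The lowest were AAEL000726, which fell by 3.71 ± 0.28 (log2, SE; edgeR exact test, adjusted p = 1.58e-11) from counts of 20 to 24 to counts of 0 to 3, and AAEL026689. AAEL026689 fell by 2.39 ± 0.26 (log2, SE; edgeR exact test, adjusted p = 9.09e-17), from 15.6 ± 3.94 CPM (SD, n = 4) to 2.96 ± 0.781 CPM (SD, n = 4). The remaining 3 of each 5 had log2 fold changes of 2.02 to 2.38 and -2.26 to -2.17.

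The study sought membrane proteins that carry heme, and listed 40 genes with multiple membrane spans, 28 lower and 12 higher with heme. All 40 had the listed direction in the fit to 8 libraries. At adjusted p 0.05 over all genes tested, 27 were called, 18 lower and 9 higher, and 36 passed when adjusted over the list alone. Because the list was chosen on these samples, neither count is independent evidence. Log2 fold changes ranged from -1.32 to 1.57, with medians of -0.65 for the genes listed as lower and 0.87 for those listed as higher. Only 6 called genes changed over 2-fold, 3 in each direction. The count depended on the libraries used, as 37 of the 40 were called without 0 µM heme replicate 1. Without that library and 10 µM heme replicate 2, 37 were also called, 10 of them over 2-fold. The study's listed fold changes go with those 6 libraries, as given in the last paragraph. The list and the fit to 8 libraries thus rest on unlike sets.

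**Figure D3:**
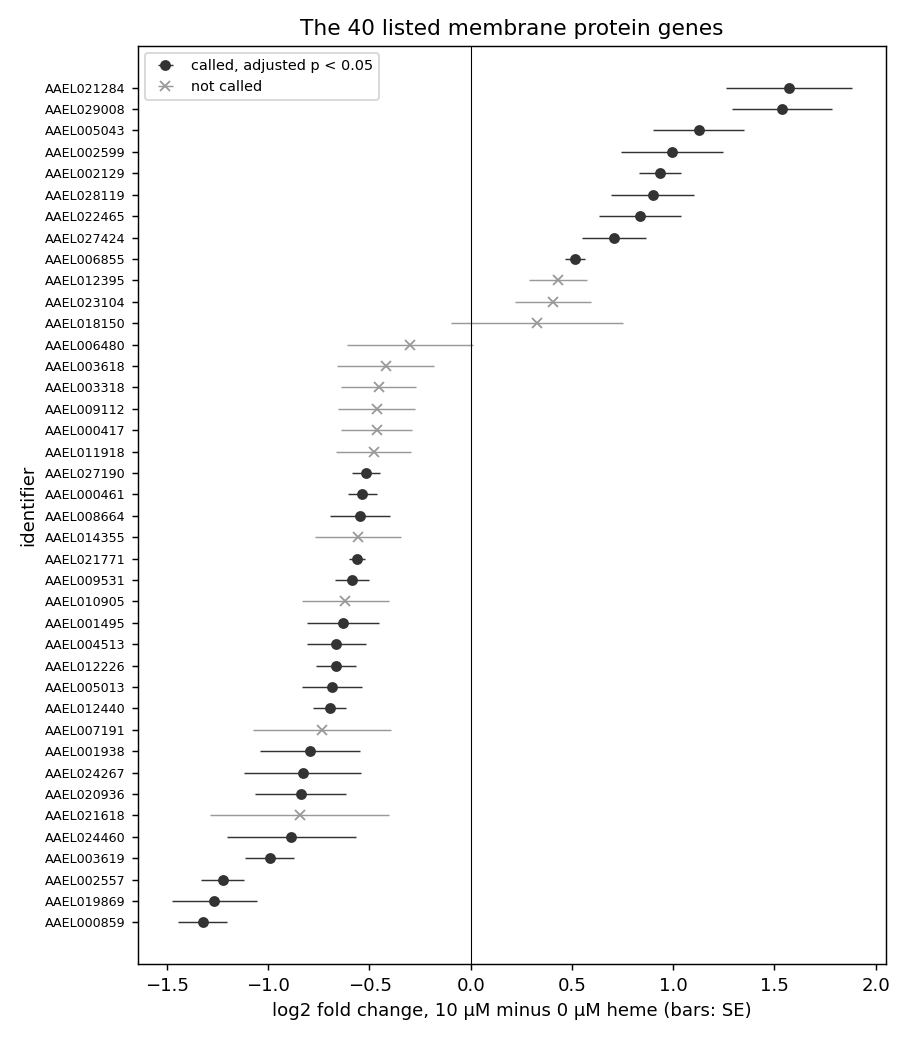
Log2 fold change (10 µM minus 0 µM heme) of each of the 40 listed membrane protein genes, with SE bars from 4 libraries per group. Filled points are the 27 genes called at adjusted p 0.05 and crosses are the genes not called; values run from -1.32 to 1.57.

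All 5 RT-qPCR genes were called. AAEL002557 fell by 1.23 ± 0.11 (log2, SE; edgeR exact test, adjusted p = 1.26e-10), from 6.60 ± 0.637 CPM (SD, n = 4) to 2.81 ± 0.299 CPM (SD, n = 4). AAEL012440 fell by 0.70 ± 0.08 (adjusted p = 3.99e-06) and AAEL009531 fell by 0.59 ± 0.08 (adjusted p = 2.12e-04). AAEL000434 rose by 0.57 ± 0.09 (adjusted p = 0.00592), a call lost with scaling by library totals (adjusted p = 0.143) and without 0 µM heme replicate 4 (adjusted p = 0.0501). AAEL002406 fell by 0.68 ± 0.19 (adjusted p = 0.0242), and this call was lost in the quasi-likelihood test without a block (adjusted p = 0.0847), with library totals (adjusted p = 0.0570), and without any of 0 µM heme replicates 3 and 4 and 10 µM heme replicates 1, 2 and 3 (adjusted p = 0.0829 to 0.129). The groups of these 5 genes did not overlap.

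Of the 8 genes knocked down in midguts and AAEL008664, 7 of 9 were called, all lower with heme. Beyond the genes above, AAEL000461 fell by 0.53 ± 0.07 (adjusted p = 4.80e-04) and AAEL004513 fell by 0.66 ± 0.15 (adjusted p = 0.00368), the latter not called without 10 µM heme replicate 3 (adjusted p = 0.0504). AAEL001938 fell by 0.79 ± 0.25 (adjusted p = 0.0265) and AAEL008664 fell by 0.55 ± 0.15 (adjusted p = 0.0247), and neither passed in the quasi-likelihood test without a block (adjusted p = 0.0959 and 0.0780). The groups of AAEL001938 overlapped. Each of these calls was lost without any of 6 libraries. For AAEL001938 these were 0 µM heme replicates 2, 3 and 4 and 10 µM heme replicates 1, 2 and 3 (adjusted p = 0.0960 to 0.141). For AAEL008664 they were 0 µM heme replicates 2, 3 and 4 and 10 µM heme replicates 1, 3 and 4 (adjusted p = 0.0608 to 0.174). AAEL000417 fell by 0.46 ± 0.17 (adjusted p = 0.110) and AAEL003318 fell by 0.46 ± 0.18 (adjusted p = 0.140), and neither passed over all genes tested, although both passed when adjusted over the list alone (0.00942 and 0.0123). The counts of AAEL003318 agreed within 2% with those of AAEL003316 in all 8 libraries, so its values are uncertain. AAEL000417 and AAEL003318 were called by the exact test without 0 µM heme replicate 1 (adjusted p = 5.78e-05 and 9.70e-05, in that order). They were also called by limma-voom with quality weights on all libraries (adjusted p = 0.0240 and 0.0366).

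Lastly, the spread between replicates was compared between treatments. The mean distance of a library from its group mean, as the median absolute log2 deviation over tested genes, was 0.157 ± 0.0489 (SD, n = 4) at 0 µM and 0.155 ± 0.0545 (SD, n = 4) at 10 µM heme (exact permutation test, p = 0.971, adjusted 1.0). In principal component analysis of all tested genes, the first component held 39.6% of the variance and placed 10 µM heme replicate 2 among negative values with the 0 µM libraries. Of the squared loadings of that component, 63.2% lay on the run of 26 identifiers. With the run left out, the first component (31.9%) did not part the treatments. It placed replicate 1 of both groups lowest, at -39.4 (0 µM) and -32.8 (10 µM), and the other libraries at -1.34 to 30.0. The second component (23.1%) placed the 0 µM libraries at -26.8 to -11.3 and the 10 µM libraries at 15.1 to 20.5.

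**Figure D4:**
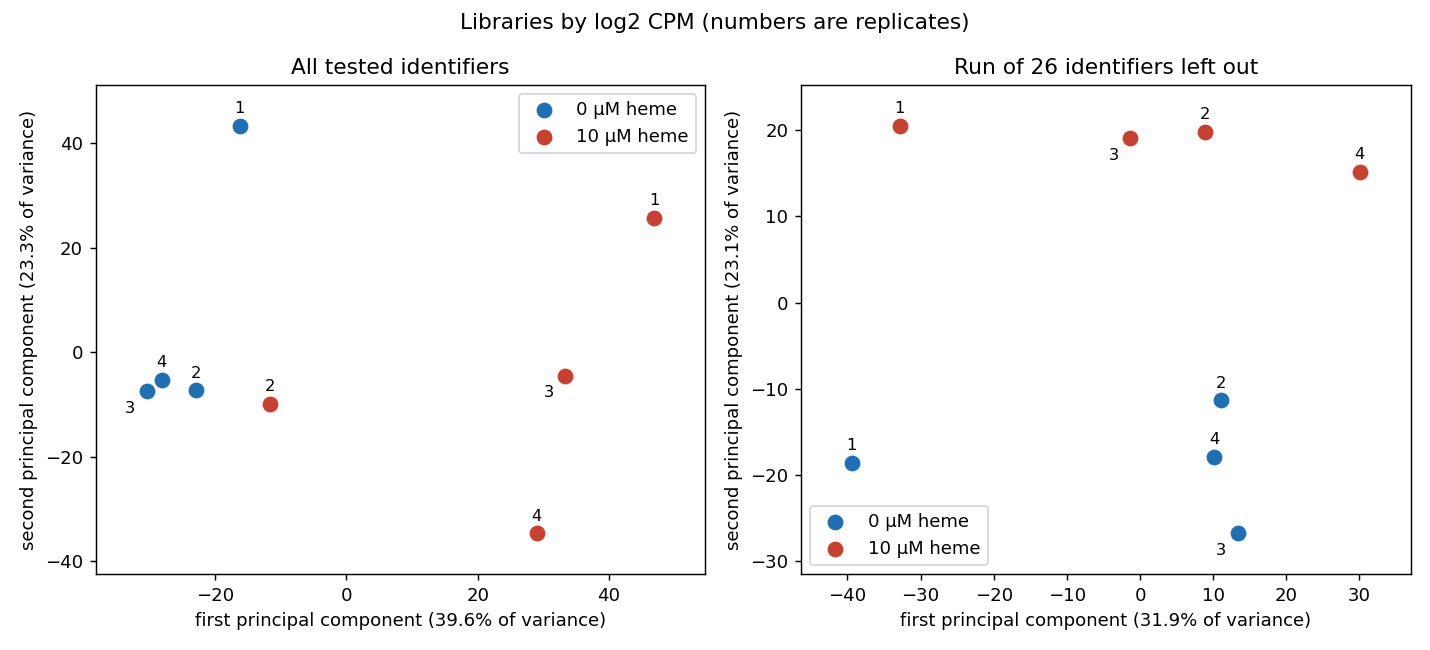
First and second principal components of log2 CPM for the 8 libraries, coloured by treatment and numbered by replicate, with all tested identifiers (left) and with the run of 26 identifiers left out (right). The first component on the left, 39.6% of variance, places 10 µM heme replicate 2 with the 0 µM libraries, and on the right the second component, 23.1%, parts the treatments.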

Values the study reported

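The study reported 243 midgut genes at a q-value of 0.05, 125 lower and 118 higher with heme, and 65 genes at 0.0001. It described 11 strongly raised genes as mitochondrial, with log fold changes of 2.7 to 12. Its listed log fold changes were −0.7036 for AAEL006480 and 0.8105 for AAEL018150. For the genes it knocked down in midguts they were −0.5895 for AAEL000417, −0.5927 for AAEL000461, −0.8521 for AAEL001938, −1.1718 for AAEL002557, −0.5479 for AAEL003318, −0.7512 for AAEL004513, −0.6551 for AAEL009531 and −0.7835 for AAEL012440. For AAEL008664 it was −0.7068. Its q-values were 0.070 for AAEL002406 and 0.064 for AAEL000434. In its RT-qPCR, AAEL002406, AAEL002557, AAEL009531 and AAEL012440 were lower with heme, as in its sequencing. For AAEL000434 it described the RT-qPCR as at odds with the rise in its sequencing. It took these results to mean that its true false discovery rate was above the threshold it chose.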

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

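Of the tests in this part, the thinning was planned before its outcome was seen. In 54 groups of 4 values, 5 had a lowest or highest library whose gap to the next took a share of the range above Dixon's 95% critical value, where chance gives about 2.7.

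Identifiers with a count were fewest in 0 µM heme replicate 1 (14985, against 15284 to 15293 in the other 0 µM libraries). This library also had the lowest total. After all libraries were thinned to its total, the gap fell from 0.971 to 0.524 of the range, so lower depth may account for this value. No biological explanation was tested.

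AAEL009531 was lower in 0 µM heme replicate 1 (67.7 CPM) than in the other 0 µM libraries (82.9 to 85.4), and so was AAEL004513 (15.95 CPM, against 20.5 to 21.4). AAEL008664 was higher in 0 µM heme replicate 4 (35.3 CPM, against 31.1 to 31.8). The 10 most abundant identifiers took 37.8% of counts in 0 µM heme replicate 3, against 40.2% to 40.7% in the other 0 µM libraries. No test was run on these 4 values, and chance gives flags of this kind at a rate of about 2.7 in 54.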

How the results depend on the processing

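Leaving out the run, keeping 1 identifier per shared-count set, and leaving out libraries in pairs were chosen after the data were seen. The other alternatives were fixed before the data were examined. The count of called genes depended on the test. At adjusted p 0.05 the exact test called 514 genes, the quasi-likelihood test 316 (314 of them shared) and its robust form 296, while DESeq2 called 716 and limma-voom with quality weights 590. At 0.0001 the exact test called 104, DESeq2 178, and the quasi-likelihood test, its robust form and limma-voom 0 each, with 1665, 1655 and 2209 genes at an unadjusted p under 0.05. In simulated data, the share of false calls at 0.05 was 14.9% for the exact test, 16.6% for DESeq2, 5.38% for the quasi-likelihood test and 4.73% for limma-voom, with gene-wise dispersions. With trended dispersions it was 7.27% for the exact test (3.65% to 10.5% over 5 draws) and 10.5% for DESeq2. Which of these settings is nearer to the real counts was not tested, nor was the cause of the differences between tools. No called gene shared with the exact test changed sign in any of these fits.

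Scaling by library totals called 442 genes, of which 32.1% were higher, against 47.9% under TMM. It kept 3 of the 5 RT-qPCR genes. DESeq2 size factors gave 512, no filter 424, the CPM filter 495, the run left out 487 and 1 identifier per shared-count set 510.

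The real grouping called more genes than any other of the 35 splits of the 8 libraries (1 of 35 at 0.05 and 1 of 35 at 0.0001). This is the smallest share that 35 splits can give, so it argues against chance but cannot exclude it. Another split, which put 0 µM heme replicate 1 with 10 µM heme replicates 1, 2 and 3, gave 414 genes in the exact test and 0 in the quasi-likelihood test. The median over the other splits was 2.

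Leaving out 1 library at a time or 1 of each group gave 218 to 694 genes at 0.05 and 31 to 129 at 0.0001. Among the single libraries the lowest count at 0.05 was 333, without 10 µM heme replicate 3, and at 0.0001 it was 62, without 0 µM heme replicate 4. Over the same fits, 14 to 37 listed membrane protein genes and 3 to 5 RT-qPCR genes were called, with 3 of the latter without 0 µM heme replicate 4. The fits have fewer libraries by construction, and no other cause was tested. The difference in replicate spread ranged from -0.0316 to 0.0487, the latter without 0 µM heme replicate 1, and passed no threshold in any alternative.

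For the run, 25 identifiers were called by the exact test, 18 by the quasi-likelihood test, 0 by its robust form, 0 by limma-voom and 16 under the CPM filter, which removes identifiers low in all but 3 libraries. Leaving out libraries gave 20 to 26.

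Replicate numbers were not taken to pair the libraries. Across genes, which are not independent replicates, deviations of same-numbered libraries correlated at 0.515, 0.0702, 0.0616 and 0.157 for replicates 1 to 4. With the run left out, replicate 1 of both groups also lay together at the low end of the first component (-39.4 and -32.8). All correlations were positive, but not all were over 0.1, and the labels name no shared batch, so a partial pairing stays open. With a replicate block, the quasi-likelihood test called 725 genes at 0.05, 2 at 0.0001, 31 of the listed genes, 5 RT-qPCR genes and 9 of the run. It called AAEL002406 (adjusted p = 0.0257), AAEL001938 (0.0292) and AAEL008664 (0.0394), which the same test without the block did not call.

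The mitochondrial share, the mitochondrial gene count, the gene set tests and their alternatives, and scaling without mitochondrial genes were not run, because no identifier was matched to a chromosome or product name. Genes with counts under about 30 per library, such as AAEL020890 and AAEL000726, have fold changes limited by depth.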

Other observations

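Of the tests in this part, those on the counts of the run and on the loadings of the first component were chosen after the values were seen. The held-out library test and the position on the first component were planned before their outcomes were seen.

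The counts of the run are consistent with the same reads being counted at every one of the 26 identifiers. Among the 13 identifiers of low 0 µM count, the variance of counts over their mean was 0.00118 in 10 µM heme replicate 1 and at most 0.00467 in the 3 libraries with added counts, where separate genes give 1 or more. In the 5 other libraries it was 4.01 to 11.4. This argues against a rise of each gene on its own. The added count in replicate 1 varied only 1.05-fold across the run while 0 µM counts varied 2746-fold, which argues against a rise of every transcript by one factor, as more copies of a whole chromosome would give. A candidate explanation is a set of spliced alignments that span the run and are counted at each identifier beneath them, though the alignments were not analysed here. Whether heme caused the underlying reads stays open (exact permutation test of the share of counts, p = 0.143), since 1 of 4 exposed libraries lacked them. The calls within the run are then not separate observations. Whether these identifiers are the genes the study described as mitochondrial was not established here, because no identifier matched a chromosome.

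A library without heme under a 10 µM label was tested as the reason for the place of 10 µM heme replicate 2 on the first component, and the values argue against it. For genes picked with the other 10 µM libraries and 2 of the 0 µM libraries, a median of 90.1% moved in the picked direction in this library against a 0 µM library not used in picking (84.2% to 95.1% over 12 comparisons). One 0 µM library against another gave 38.2% to 61.8%. The run may account for the place instead, since it carried 63.2% of the squared loadings. The planned position test was void. With the run left out, the distance of this library to the 0 µM mean was 0.984 of its distance to the other 10 µM libraries, against 0.267 with all identifiers. On that component the 0 µM libraries lay at -39.4 to 13.4, the other 10 µM libraries at -32.8 to 30.0 and this library at 8.94. By the rule written beforehand the ratio of 0.984 counts against the run. The groups overlapped on that component, which no longer parted the treatments, so the ratio cannot decide the question.

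Of 7287 tested identifiers with a mean count of at least 100, 68 fell in 31 sets whose counts agreed within 2% in all 8 libraries. Outside the run these were 61 identifiers in 29 sets, of which 2 identifiers in 1 set were called. AAEL003318, among the genes knocked down in midguts, agreed in this way with AAEL003316 and was not called. Whether the identifiers of a set share reads was not tested, and their values are uncertain for that reason.

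The values in this paragraph come from 8 libraries, while the quoted fold changes go with a fit to 6 of them, given in the next paragraph, so unlike sets of libraries are compared. The count at adjusted p 0.05 was 514 here. That is higher than the value quoted from the study above. The count at 0.0001 was 104. That is higher than the value quoted from the study above. The log2 fold change of AAEL006480 was -0.30 here. That is smaller in size than the value quoted from the study above. The log2 fold change of AAEL018150 was 0.33. That is smaller than the value quoted from the study above. The adjusted p was 0.0242 for AAEL002406 and 0.00592 for AAEL000434. Both are lower than the values quoted from the study above.

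In a fit to 6 libraries, without 0 µM heme replicate 1 and 10 µM heme replicate 2, AAEL006480 was at -0.71 and AAEL018150 at 0.80. The knocked-down genes were at -0.60 (AAEL000417), -0.60 (AAEL000461), -0.86 (AAEL001938), -1.18 (AAEL002557), -0.56 (AAEL003318), -0.76 (AAEL004513), -0.67 (AAEL009531) and -0.80 (AAEL012440), and AAEL008664 was at -0.72. Each of these lies slightly below the quoted value, by a nearly constant amount, and nearer to it than in the fit to 8 libraries. The quoted fold changes thus go with these 6 libraries and not with all 8. The adjusted p was 0.121 for AAEL002406 and 0.0555 for AAEL000434, neither of them called. In all, 426 genes were called. This pair was singled out after the data were seen, as the pair of the 16 whose fold changes came nearest to those printed for the listed genes. The study itself describes these same libraries as lying apart from their replicates and shows a scaling plot without them. On these 6 libraries, 35 combinations of filter and dispersion setting were then tried against the counts quoted above. At adjusted p 0.05 they gave 294 to 498 genes, or 64 to 98 with a filter of CPM over 100, and no combination equalled the quoted count. At 0.0001 they gave 32 to 184 genes, and 1 of the 35 equalled the quoted count (CPM over 1 in all 6 libraries, scaling by library totals) while its count at 0.05 did not. Which settings gave the quoted counts was not established. This fit is among the 16 pairs behind the ranges given for leaving out libraries.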
